A study of Mus musculus with 6 samples. Its data were reported in "ZDHHC14-Mediated TEAD4 Palmitoylation Drives Th17 Cell Recruitment in Renal Immunopathology" (2025).

How the data were processed

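RNA was sequenced from primary mouse renal fibroblasts cultured alone (3 libraries) or with Th17 cells in an insert above them (3 libraries). Libraries were prepared with a VAHTS kit and sequenced on an Illumina NovaSeq. The authors filtered reads with Seqtk, aligned them with Hisat2, counted fragments per gene with StringTie and deposited raw fragment counts for each gene and library. Whether counting used the strand of the library, and how fragments that fit several genes were assigned, was not stated. Overlapping genes and families of similar genes were therefore treated as uncertain. Beside each count the authors deposited an FPKM value, scaled to gene length and library total. In 10223 genes with enough counts, FPKM times the library total divided by the count gave 1 gene length in all libraries, so the FPKM values carry no TMM factor. The genome build was not stated. Of the gene identifiers, 34344 occur in the GENCODE annotation of mouse build GRCm38 that was used here, and 99.9% of these overlap their annotated position, so positions are given on GRCm38 as the deposited table lists them.

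Samples were assigned to groups from their titles, and columns to samples from their descriptions. All 34745 rows named a gene and entered the library totals. The total count per library was between 12050529 and 13209581. Intervals and floors cover counting error only, because fragments without molecular identifiers are not independent molecules. Where all libraries of a group had 3 counts or fewer, the fold change is given as a lower bound, computed against the highest value that 3 counts has in that group. When list medians were recomputed with such genes at their bound, all were as printed.

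Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with default settings (minimum count 10), scaled by TMM and tested with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment. The common dispersion was 0.0136, a biological coefficient of variation of 11.6%. A gene was past the threshold with an adjusted p below 0.05 and a fold change above 2, as in the study's methods. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values use TMM library sizes. Gene lists were tested two-sided with camera from limma 3.58.1 at a preset correlation of 0.01 on log2 CPM (prior count 2), adjusted over the 11 lists tested, with fry and camera with an estimated correlation as further set tests. For DESeq2 the lists were tested with cameraPR, a form of camera that takes the test statistic of each gene.

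The groups, tests, gene lists and alternatives were fixed before the data were examined. The lists held fibrosis genes, BMP targets, BMP ligands and receptors, interleukin-17 response, interferon response, antigen presentation, proliferation, genes of the palmitoylation axis, the cytokines displayed by the study, and markers of T cells, macrophages, endothelium, epithelium and fibroblasts. The genes named in the text are Bmp2, list members, and the 5 highest and 5 lowest log2 fold changes among the 864 genes past the threshold that had a mean of at least 100 counts in the higher group and no overlap between groups. Other genes in the closing section (Hmox1, Fgf2, Skint8, Cd52, Xist and the Y-linked genes) were chosen after the data had been seen. Ccn2 was found under its older symbol Ctgf. Where a symbol occurred on several rows (59 symbols), the row with most counts was used.

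The alternatives chosen then were DESeq2 1.42.0, relative log expression factors, library size only, upper quartile factors, no filter on low counts, at least 10 counts in every library, leaving out each library, a replicate block, limma on log2(FPKM + 1), and, for counts of genes, no fold change limit or glmTreat. Offsets for GC content and for gene length (20 bins each) and the removal of genes that overlap another on the same strand were added after the data had been seen, as were lists of NRF2 targets and of type I interferon genes.

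The tests were checked on simulated counts for 13088 genes with 200 changed. The simulation held 25 further genes shifted by 0.5 for the set tests, which count here as neither changed nor unchanged. The edgeR test recovered 100% of the changed genes with 5 unchanged genes called, DESeq2 100% with 9, and limma on log2(FPKM + 1) 99.5% with 4. When a GC trend was planted, 6317 unchanged genes were called without the GC offset and 45 with it. The shifted set was called by camera and fry, and of 100 unshifted sets 1 and 4 had a p below 0.05. Simulated genes were drawn independently, so these rates do not cover lists of genes that move together. Changed and shifted genes were taken only from those above a set expression level, so recovery at low counts was not tested. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.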

Results

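To examine how helper T cells that make interleukin-17 (Th17 cells) change the transcripts of kidney fibroblasts, the study sequenced RNA from primary mouse renal fibroblasts. These are matrix-producing cells grown out of digested kidney. They were cultured either alone or beneath a porous insert that held Th17 cells, so that the cell types shared medium but not a surface. Only the fibroblasts under the insert were collected. There were 3 libraries of fibroblasts cultured alone and 3 libraries of fibroblasts cocultured with Th17 cells. Whether the libraries of a group came from separate wells, cultures or animals was not stated, so SD, SE and p describe the spread between these libraries. The table of fragment counts listed 34745 genes, of which 19278 had a nonzero count in a library. The total count per library ranged from 12050529 to 13209581, so the groups were sequenced to a similar depth. At this depth a floor of 3 counts corresponded to between 0.223 and 0.254 TMM-normalised CPM, the count scaled to a common library total. No library was a copy of another, since the chi-square statistic per gene between libraries of the same group was at least 6.38, above the value of 1 that counting noise alone gives. Between libraries of different groups it was at least 79.9.

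The comparison between the groups asked which fibroblast transcripts change in the presence of Th17 cells. The first principal component of log2 CPM held 76.8% of the variance and separated the groups. Of 13088 genes tested, 1524 differed with an adjusted p below 0.05 and a fold change above 2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Coculture was associated with higher expression of 506 genes and lower expression of 1018 genes, so 66.8% of the changes were decreases. The CPM values of the groups did not overlap for 1517 of these genes. Among all genes tested, the groups did not overlap for 50.4%, where chance gives 10%. Without a limit on fold change, the alternative that moved the count most, 4856 genes passed an adjusted p of 0.05. Limma on log2(FPKM + 1), which understates the change of genes with low values, gave 626 genes.

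**Figure D1:**
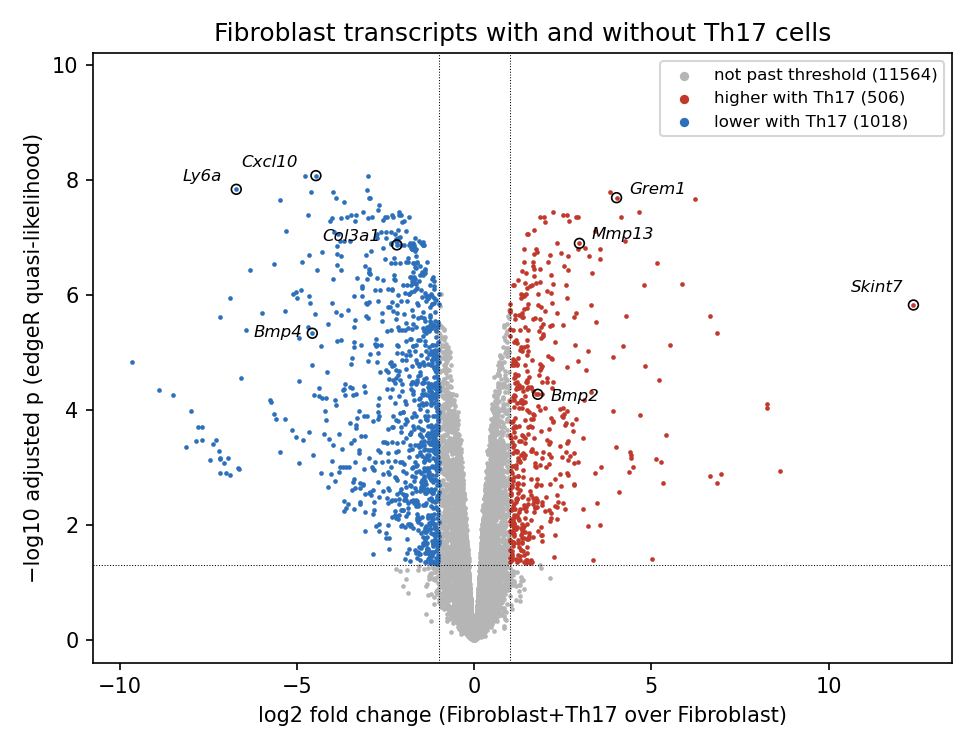
Volcano plot of the 13088 tested genes, with the log2 fold change of cocultured over lone fibroblasts on the x axis and the −log10 adjusted p of edgeR's quasi-likelihood test on the y axis. Red points are the 506 genes that were higher with Th17 cells, blue points the 1018 that were lower, grey points the rest, dotted lines the thresholds and circles the genes named; the position of Skint7 on the x axis depends on the prior count because it had 0 counts in lone fibroblasts.

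Among the genes past the threshold with at least 100 counts on average in the higher group and no overlap between groups, Skint7 showed the highest fold change. Skint7 (ENSMUSG00000049214, chromosome 4, 111972923 to 111988223, protein-coding) had 0 counts in each lone library and 604, 595 and 872 counts in the cocultured libraries, at least 208-fold higher. The others at this end were Prl8a9, Aldh1a3, Ndst4 and Masp1. Aldh1a3 (ENSMUSG00000015134, chromosome 7, 66390892 to 66427517) rose from 1.29 ± 0.413 to 97.3 ± 5.65 CPM (SD, n = 3 each; log2 fold change 6.23, SE 0.157, edgeR adjusted p = 2.22e-08). Log2 fold changes were 6.86 for Prl8a9, 5.85 for Ndst4 and 5.51 for Masp1. The 5 counts of Prl8a9 in lone fibroblasts all came from replicate 1, and without that library the gene was at 0 counts in lone fibroblasts. The genes with the lowest fold changes were Stmn4, Mfap4, Ly6a, C4b and Cxcl9. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) decreased from 73.1 ± 4.55 to 0.686 ± 0.144 CPM (SD, n = 3 each; log2 fold change −6.71, SE 0.141, edgeR adjusted p = 1.48e-08). Stmn4 was at least 52.8-fold lower and Mfap4 at least 56.4-fold lower with Th17 cells. C4b and Cxcl9 had log2 fold changes of −6.33 and −5.99. Low counts left 3 of these values dependent on 1 library. Ndst4 had a log2 fold change of 6.61 without lone replicate 2, Cxcl9 had −7.28 without cocultured replicate 1, and C4b had −6.92 without cocultured replicate 3. Skint7, Prl8a9, Ly6a and C4b belong to families of similar genes, and reads shared with a close relative make their counts uncertain. Mfap4 overlaps a gene on the opposite strand, which adds the same uncertainty because use of strand in counting was not stated.

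The study followed Bmp2, a ligand of the bone morphogenetic protein (BMP) pathway. Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885, protein-coding) had 59, 50 and 54 counts in lone fibroblasts and 168, 186 and 241 counts after coculture. Its expression showed a marked increase from 4.37 ± 0.360 to 15.2 ± 2.96 CPM (SD, n = 3 each), a 3.47-fold change. The log2 fold change was 1.79 (SE 0.176, edgeR adjusted p = 5.43e-05), larger than the spread between replicates. Limma on log2(FPKM + 1) moved it most, to 1.27. Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) changed in the opposite direction, from 8.67 ± 0.747 to 0.352 ± 0.223 CPM (SD, n = 3 each; log2 fold change −4.57, SE 0.311, edgeR adjusted p = 4.71e-06). Without cocultured replicate 1 the value for Bmp4 was −5.16. Bmp4 overlaps a gene on the opposite strand. Bmp6 was also lower, with a log2 fold change of −1.53 (SE 0.218, edgeR adjusted p = 0.000554). A list fixed before the data were examined held 19 genes, of which 14 were tested. It covers BMP ligands, receptors and Smads, and also Bmp1, which encodes a protease and not a ligand. Adjusted over all genes, 3 were higher and 5 lower with Th17 cells, and adjusted over the list alone the counts were the same. The lower genes include Bmp1 (log2 fold change −0.37, SE 0.06, edgeR adjusted p = 0.00116). Without lone replicate 1 the number of lower genes was 3. Smad1, Smad4 and Smad5 transcripts did not differ between the groups (edgeR adjusted p = 0.112, 0.934 and 0.737).

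**Figure D2:**
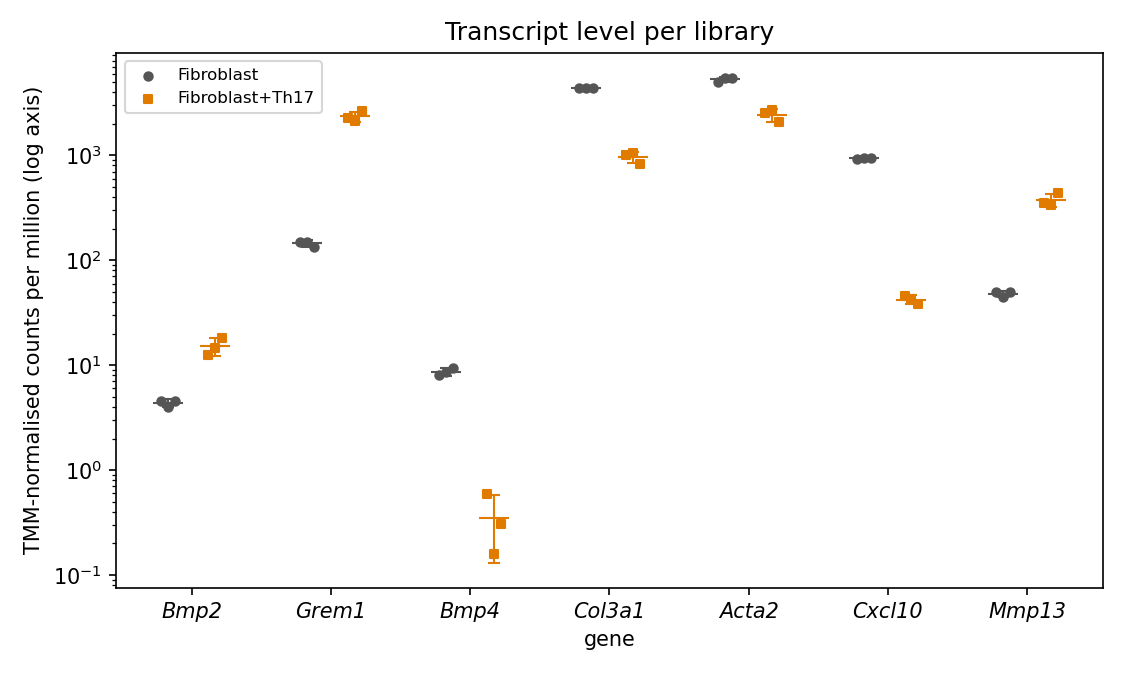
TMM-normalised CPM on a log axis for 7 genes, with circles for the 3 lone libraries, squares for the 3 cocultured libraries, and horizontal lines with bars for the mean and SD. Bmp2 rose from 4.37 to 15.2 and Grem1 from 145 to 2347, whereas Bmp4, Col3a1, Acta2 and Cxcl10 fell, and in each of the 7 genes the groups were apart.

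To ask whether transcription downstream of BMP receptors moved with Bmp2, 16 target genes were examined, of which 14 were tested. Grem1, which encodes a secreted BMP antagonist (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646), increased from 145 ± 10.3 to 2347 ± 262 CPM (SD, n = 3 each; log2 fold change 4.02, SE 0.098, edgeR adjusted p = 2.07e-08). Nog, another antagonist, rose by 1.91 on the log2 scale (SE 0.283, edgeR adjusted p = 0.000709) and Smad9 by 1.70 (SE 0.219, edgeR adjusted p = 0.000312). Smad7 was modestly higher, at 0.66 (SE 0.111, edgeR adjusted p = 0.00142), as were Id2 (0.59, SE 0.126, edgeR adjusted p = 0.00556) and Id4 (0.60, SE 0.18, edgeR adjusted p = 0.0279). Id4 overlaps a gene on the opposite strand. The lower targets were Bmper, at −1.68 (SE 0.081, edgeR adjusted p = 5.27e-07), and Bambi, at −0.93 (SE 0.18, edgeR adjusted p = 0.00335). No difference was detected for Id1 (0.31, SE 0.146, edgeR adjusted p = 0.126) or Id3 (−0.05, SE 0.066, edgeR adjusted p = 0.585). In total 6 targets were higher and 2 lower with adjustment over all genes, and 7 were higher and 2 lower when adjusted over the list alone. The median log2 fold change of the list was 0.42 (camera with a preset correlation of 0.01, adjusted p = 0.0361), and this call was lost under 5 of the alternatives.

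Fibrosis-related transcripts, covering matrix and myofibroblast genes, mostly decreased. All 28 members of the list were tested, and 21 were lower and 2 higher with Th17 cells (22 lower and 2 higher when adjusted over the list alone). The median log2 fold change was −0.69 (camera adjusted p = 1.3e-07). Limma on log2(FPKM + 1) moved this median most, to −0.60. Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) decreased from 4368 ± 18.6 to 962 ± 112 CPM (SD, n = 3 each; log2 fold change −2.18, SE 0.084, edgeR adjusted p = 1.37e-07). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) decreased from 15090 ± 732 to 6235 ± 490 CPM (SD, n = 3 each; log2 fold change −1.27, SE 0.069, edgeR adjusted p = 1.07e-06). Col1a2, which overlaps another gene on its strand, had a log2 fold change of −1.43. Acta2, the gene of alpha smooth muscle actin (ENSMUSG00000035783, chromosome 19, 34241090 to 34255336), fell from 5286 ± 256 to 2426 ± 326 CPM (SD, n = 3 each; log2 fold change −1.12, SE 0.094, edgeR adjusted p = 1.87e-05). Vim and Fn1 were lower by smaller margins, with log2 fold changes of −0.52 and −0.43. Lox, at 0.85, and Tnc, at 0.59, were the 2 members that were higher. Eln had 0 counts in each cocultured library and was at least 5.9-fold lower. Fn1, Tnc and Eln overlap genes on the opposite strand. With library size as the only scaling, 22 members fell and 6 rose, compared with 24 and 4 under TMM.

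Coculture with Th17 cells would be expected to expose fibroblasts to interleukin-17, so genes that this cytokine induces in stromal cells were examined. The study had induced the Th17 cells in medium with other cytokines, so changes in these genes cannot be assigned to interleukin-17 alone. Of 22 genes, 13 were higher and 6 lower with Th17 cells, both over all genes and adjusted over the list alone. The number of lower genes was 3 without lone replicate 2 and 3 without cocultured replicate 2, and 4 with library size only. The median log2 fold change was 0.39 (camera adjusted p = 0.00509). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283333) rose from 48.0 ± 2.93 to 376 ± 56.4 CPM (SD, n = 3 each; log2 fold change 2.97, SE 0.112, edgeR adjusted p = 1.29e-07). Lcn2 rose by 2.07 (SE 0.161, edgeR adjusted p = 1.18e-05) and Cxcl1 by 1.16 (SE 0.15, edgeR adjusted p = 0.000305), whereas Ccl20 fell by 2.82. The study displayed 29 cytokine and receptor genes that it had chosen on these samples, of which 24 were tested. Of these, 12 were higher and 7 lower past the threshold, or 20 in all when adjusted over the list alone. Because the list was chosen on the same libraries, neither count is independent evidence. It shares 3 genes with the interleukin-17 list, 2 with the interferon list and 1 with the macrophage list.

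Interferon-induced transcripts decreased. Of 25 genes, 24 were tested, and all 24 were lower with Th17 cells under TMM and under each other scaling, also when adjusted over the list alone. The median log2 fold change was −2.34 (camera adjusted p = 1.06e-19). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) decreased from 934 ± 14.3 to 42.2 ± 4.01 CPM (SD, n = 3 each; log2 fold change −4.47, SE 0.082, edgeR adjusted p = 8.56e-09). It overlaps a gene on the opposite strand. Mx1 (ENSMUSG00000000386, chromosome 16, 97447035 to 97462907) decreased from 133 ± 6.54 to 2.96 ± 0.699 CPM (SD, n = 3 each; log2 fold change −5.48, SE 0.14, edgeR adjusted p = 2.31e-08). Of 16 antigen presentation genes, 12 were tested, with 11 lower and 1 higher over all genes and adjusted over the list alone. Their median was −1.36 (camera adjusted p = 2.34e-06). All 25 proliferation genes were lower over all genes and adjusted over the list alone, by a smaller margin, with a median of −0.94 (camera adjusted p = 7.89e-12) and a range from −1.37 to −0.26. With library size as the only scaling, all 25 still fell and 23 of them passed an adjusted p of 0.05. The fry test called each of the 6 lists above. It asks whether members of a list change at all, not whether they change more than other genes. Of the 13088 genes tested, 4856 had an edgeR adjusted p below 0.05, so a call by fry says little about a list. When camera estimated the correlation between genes from the data, the calls for interferon, antigen presentation and proliferation held, and those for fibrosis, BMP targets and the interleukin-17 response did not.

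**Figure D3:**
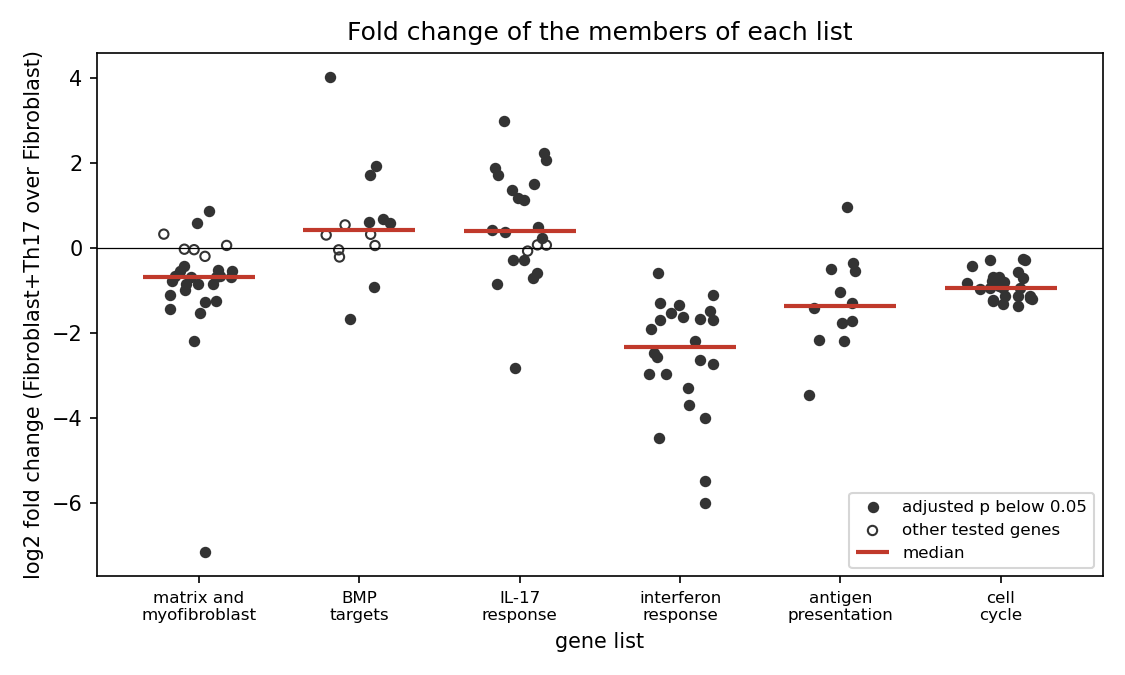
Log2 fold change of cocultured over lone fibroblasts for each tested member of 6 gene lists, with filled points for an adjusted p below 0.05, open points for the other genes and a red line for the median. The medians were −0.69 for matrix and myofibroblast genes, 0.42 for BMP targets, 0.39 for the interleukin-17 response, −2.34 for the interferon response, −1.36 for antigen presentation and −0.94 for the cell cycle.

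In tubular epithelial cells the study linked the chemokine Ccl20 to the transcription factor Tead4 and to its palmitoylation by Zdhhc14. The same transcripts were examined here in fibroblasts, where 9 genes were tested. Tead4 rose from 1.89 ± 1.11 to 7.05 ± 1.21 CPM (SD, n = 3 each; log2 fold change 1.89, SE 0.336, edgeR adjusted p = 0.00207), and without lone replicate 2 the log2 fold change was 2.48. Zdhhc14 did not differ (−0.22, SE 0.105, edgeR adjusted p = 0.127). Fasn, the gene of fatty acid synthase, was slightly higher, at 0.44 (SE 0.074, edgeR adjusted p = 0.0014). Ccl20 was lower, with 30, 31 and 35 counts in lone fibroblasts and 0, 5 and 9 counts after coculture (log2 fold change −2.82, SE 0.569, edgeR adjusted p = 0.00412). Its log2 fold change was −2.23 without cocultured replicate 1 and −3.68 without cocultured replicate 3. The remaining 5 genes showed no difference, and 2 were higher and 1 lower both over all genes and adjusted over the list alone. Without lone replicate 2 or without cocultured replicate 1, 2 were lower.

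To describe the cells in the cultures, marker genes of other cell types were examined. Of 22 macrophage markers, 12 were tested, and 10 were lower with Th17 cells (median −2.65, camera adjusted p = 3.44e-07). Of 22 T cell markers, only 5 were expressed enough to test, and 4 were lower (median −1.04, camera adjusted p = 0.00312). These 5 genes include Thy1, which fibroblasts express, Ccl5, which interferon induces, and Ptprc, which all white blood cells express. Of 16 fibroblast markers, 12 were lower and 2 higher (median −0.97, camera adjusted p = 3.49e-05), and 3 of these genes also belong to the fibrosis list. For endothelial markers 1 of 5 tested genes was higher and 2 lower, and for epithelial markers 3 of 5 were lower. Neither the endothelial list (median 0.10, camera adjusted p = 0.698) nor the epithelial list (median −1.76, camera adjusted p = 0.0866) passed camera. Without replicate 2 of lone fibroblasts the endothelial median was −0.21. Fry called each of the 5 marker lists as lower, and with an estimated correlation only the macrophage list was called. Counts adjusted over the list alone were the same for macrophage, T cell, fibroblast and endothelial markers, and 1 epithelial marker was higher in addition.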

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

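The GC and length offsets and the removal of overlapping genes were chosen after seeing the data. The number of genes past the threshold was between 1064 and 1755 under the other scalings, filters, DESeq2, the offsets and the replicate block, and from 1493 to 1546 in the 6 fits that each left out 1 library. At least 1376 of the 1524 genes were shared with each of those 6 fits. DESeq2 gave 1590 genes, of which 1424 were shared. Without a limit on fold change 4856 genes passed, 2244 higher and 2612 lower. The majority direction of these calls depended on the scaling, with 53.8% lower under TMM, 43.9% with library size only and 44.2% with limma on log2(FPKM + 1). With glmTreat, which tests against a fold change of 2, 791 genes passed, 243 higher and 548 lower, all among the 1524, as its stricter hypothesis implies. Limma on log2(FPKM + 1) gave 626 genes, 224 higher and 402 lower, of which 620 were shared, because the pseudocount shrinks the change of genes with low FPKM. Among genes past the fold change limit, the share of decreases was 66.8% under TMM and 61.9% with library size only. The real grouping was 1 of the 10 splits of the 6 libraries into 3 and 3, and it alone gave as many genes, since no other split gave more than 1 gene. With 10 splits the share cannot go below 0.1.

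Bmp2 kept its direction and its call under the 17 alternatives, with log2 fold changes from 1.27 to 1.92 and adjusted p from 2.31e-13 to 0.000606. The fibrosis median stayed between −0.73 and −0.60, the interferon median between −2.52 and −2.13, the antigen presentation median between −1.39 and −0.99 and the proliferation median between −0.98 and −0.68. The displayed cytokine genes past the threshold numbered 14 to 24. For each of the 6 lists and for the displayed genes, 1 of the 10 splits, the real one, gave a value as large. The other splits mix the groups and so dilute any difference between them. This outcome is therefore no separate support for a list or for the displayed genes.

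With camera at an estimated correlation, the medians are the same but the adjusted p rose above 0.05 for fibrosis (−0.69, adjusted p = 0.18), BMP targets (0.42, 0.15), the interleukin-17 response (0.39, 0.204), fibroblast markers (−0.97, 0.178) and T cell markers (−1.04, 0.0756). The BMP target call was also lost with library size only (0.49, adjusted p = 0.053), at least 10 counts in every library (0.32, 0.0841), limma on log2(FPKM + 1) (0.33, 0.0534) and the GC offset (0.40, 0.0514), so it rested on a margin that small changes cross. The cause was not tested. Across the alternatives the adjusted p was between 0.000187 and 0.15 for BMP targets, 3.91e-22 and 0.18 for fibrosis, 1.36e-10 and 0.204 for interleukin-17, 5.93e-11 and 0.178 for fibroblast markers and 5.36e-06 and 0.0922 for T cell markers. T cell markers lost their call with DESeq2 (−1.26, cameraPR adjusted p = 0.0922), which tested 15 of these genes rather than 5. The fit with no filter also tested 15 and kept the call (−1.90, camera adjusted p = 0.00356). DESeq2 differed in its set test as well, and the cause was not tested. Fry called the endothelial list (median 0.10, adjusted p = 0.000275) and the epithelial list (−1.76, adjusted p = 0.000336), both as lower, which camera did not. The adjusted p of these lists ranged from 0.000275 to 0.795 and from 0.000336 to 0.674. The epithelial median ranged from −1.94 to −0.18 and the T cell median from −1.90 to −0.40. Both were nearest 0 with limma on log2(FPKM + 1).

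The endothelial median was taken over 5 genes that moved both ways. It changed sign with DESeq2 (−0.53) and with no filter on low counts (−0.53), where 9 genes entered it. It also changed sign without overlapping genes (−0.21, over 4 genes) and without replicate 2 of lone fibroblasts (−0.21, over 5 genes). Over the 6 fits that left out a library it ranged from −0.21 to 0.13. Id3, which was not called under any alternative, changed sign with library size only and with limma on log2(FPKM + 1), to 0.013 and 0.011. These were the 2 changes among the single genes examined other than Bmp2, and the remaining 563 values kept direction and call. Genes with few counts have no value under the filter of at least 10 counts in every library, so fewer lower genes were called there, 3 displayed cytokine genes, 3 macrophage markers and 1 epithelial marker. The macrophage median was nearer 0 with at least 10 counts in every library (−0.92), which drops genes that fell to low counts, and with limma on log2(FPKM + 1) (−0.63). It was lower with no filter (−3.83) and with DESeq2 (−3.65), which test more genes with few counts. It kept its call under each alternative.

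Libraries with the same replicate number did not deviate together (correlations across genes of 0.016, −0.026 and −0.004 for replicates 1, 2 and 3), so the libraries share only a number. With the replicate block 1495 genes were past the threshold, and Bmp2 had a log2 fold change of 1.78. The depth limits genes such as Ccl20, with at most 9 counts after coculture, and the 87 genes past the threshold for which 1 group was at or under 3 counts. The log2 fold change of Ccl20 ranged from −3.68 to −2.23 over the fits that left out a library. It ranged from −2.89 to −0.86 over the other alternatives, a spread that was not tested against depth.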

Other observations

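The tests of the white blood cell, T cell, sex, overlap, neighbouring gene, oxidative stress, BMP antagonist and interferon patterns and of scaling were chosen after those results had been seen, the GC and length offsets after the data had been seen but before their own outcome, whereas the splits were chosen before.

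The interferon-induced list took between 9584 and 9779 CPM in lone fibroblasts and between 2121 and 2301 CPM after coculture. Loss of RNA that macrophages themselves contributed is unlikely to account for it. The macrophage list fell by 64 CPM in all, 0.862% of the fall of 7420 CPM over the interferon list, whereas macrophages would bring their own abundant transcripts. Per its methods, the study made Th17 cells in medium with an antibody against interferon gamma, and carried-over antibody may block that cytokine. This would spare genes induced mainly by type I interferon, yet the 11 tested fell with a median log2 fold change of −2.49. The size of that fall argues against blocked interferon gamma as the whole cause. These 11 genes also belong to the interferon-induced list, whose 24 tested members all fell. Their direction was thus known before the set tests (camera adjusted p = 1.92e-11, fry adjusted p = 1.89e-06), which add no separate evidence. Many of the 11 genes respond to interferon gamma to some degree, so a partial role stays open. For genes that depend on interferon gamma, with a median of −4.84 over Cxcl9, which had at most 6 counts after coculture, and Gbp5 (Ciita had too few counts to test), blocked interferon gamma and a loss of all interferon signals cannot be told apart, because both give the same fall. Less interferon from the fibroblasts or from any macrophages in the wells, an effect of Th17 products and effects of the medium or insert remain open. They were not tested, and wells with an insert and other cells were not analysed here. Effects of the medium or insert were not tested for the other lists either.

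The macrophage list took 85.6 to 90.3 CPM in lone fibroblasts and 22.6 to 25.2 CPM after coculture. The 5 white blood cell genes Ptprc, Tyrobp, Fcer1g, Spi1 and Cd52, chosen after their values were seen, had 46, 41 and 28 counts in the lone libraries, 115 in all, and 0, 0 and 1 in the cocultured ones. The most abundant macrophage list genes that fell were Lyz2, from 27.7 to 3.33 CPM, Cd68, from 8.05 to 4.23 CPM, and Mpeg1, from 7.83 to 0.305 CPM. Cd14 and Trem2, which are on the same list, showed no difference (edgeR adjusted p = 0.998 and 0.654). Other members of the list, which was fixed beforehand, fell further. Adgre1 had 71, 47 and 55 counts in lone libraries and 0 in each cocultured one. Cybb had 78, 108 and 94 counts in lone libraries and 2, 1 and 0 after coculture. Fewer macrophages after coculture and lower expression within macrophages or fibroblasts cannot be told apart. Members of the list moved by different amounts, and the 5 genes were picked for their fall, although all but Cd52 are on lists fixed beforehand.

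T cell RNA carried over through the insert is unlikely to explain the increases. Over 8 T cell genes chosen after their values were seen, Il17a and Il17f among them, 7 counts were found in the 3 cocultured libraries together (1, 0 and 6), compared with 11, 1 and 0 in the lone ones, and Il17a and Il17f had 0 counts in each library. Trac, a T cell receptor gene outside these 8, had 20, 40 and 38 counts in lone libraries and 41, 27 and 38 after coculture (edgeR adjusted p = 0.948). Trac was thus present without added Th17 cells and did not rise.

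Cells of both sexes were present in all libraries. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty took 137 to 161 CPM and Xist 175 to 240 CPM. The ratio of the Y-linked sum to Xist was 0.576 to 0.849 in lone fibroblasts and 0.594 to 0.717 after coculture. The mean ratio differed by a factor of 0.882 and the groups overlapped, so a different mix of male and female cells is unlikely to account for the changes. Bias by GC content or gene length could also produce changes across many genes. The Spearman correlation across genes of log2 fold change was 0.026 with GC content and 0.011 with length, and 98.1% and 98.6% of the genes past the threshold stayed past it under the respective offset.

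The study described an increase of fibrosis-related markers after coculture, naming Bmp2 among them, and the Bmp2 transcript rose here too. It characterised a fibrotic phenotype by higher Bmp2 and by phosphorylation of Smad proteins. Type I collagen, alpha smooth muscle actin and vimentin were examined there as proteins on western blots. The transcripts of Col1a1, Acta2 and Vim were lower here. Choice of scaling is unlikely to account for the lower transcripts, since the fibrosis median nearest 0 over the 4 scalings was −0.63. A difference between transcript and protein was not tested. The decrease of Col3a1 and the rise of Mmp13 occurred in the same libraries.

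Beside the rise of Bmp2, Id2 and Id4 were modestly higher (0.59 and 0.60 on the log2 scale) and Id1 and Id3 did not change beyond error. Smad7 rose by 0.66 and Smad9 by 1.70, so not all targets changed little. The study reported increased phosphorylation of Smad proteins in the Bmp2 pathway after coculture. Higher antagonist transcripts may be a reason for the small size of the Id changes. Grem1 rose by 4.02 on the log2 scale and reached 2347 CPM, compared with 15.2 CPM for Bmp2. Whether the encoded proteins block the signal cannot be told apart from other reasons with transcript counts, and the fall of Bmp4 may also contribute. Not all inhibitors rose, since Bmper and Bambi, which also encode BMP pathway inhibitors, had log2 fold changes of −1.68 and −0.93.

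Some genes differed several fold between replicates of a group. Of genes with a mean of at least 100 counts in a group, 44 differed by more than 4-fold between replicates. Of these, 50% overlapped another gene on the same strand, compared with 11% of the 9994 others (Fisher's exact test, p = 1.65e-10). Fragments assigned to one of 2 overlapping genes in one library and to the other in the next may explain that share. The other 22 genes do not overlap on the same strand, and no explanation for them was tested. Fgf2, chosen after its values were seen, had 500.8 and 435.4 CPM in 2 cocultured libraries and 32.0 in replicate 3, and passed the threshold on such values.

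Hmox1, an antioxidant gene that was noticed after the fact, rose from 204 to 742 CPM. A list of 16 other targets of the transcription factor NRF2, without Hmox1 and the Gstm genes, had a median log2 fold change of 0.35 (camera adjusted p = 0.00035, fry adjusted p = 0.00121), with 11 higher at an adjusted p below 0.05. With an estimated correlation the camera adjusted p was 0.137. Oxidative stress in the cocultured wells is one hypothesis consistent with this, and it was found and tested on the same data.

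The midpoints of Skint7 and Skint8 lie 46 kb apart and both had 0 counts in each lone library. Among 12 genes past the threshold that were at or under 3 counts in lone fibroblasts and had at least 20 on average after coculture, they were the only pair within 200 kb. A permutation test with 10000 random draws of 12 tested genes gave as many pairs with p = 0.0286, and it was run after the pair was noticed. With 1 pair, shared regulation and reads shared between similar genes cannot be told apart.

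Among the deposited gene symbols 27 are written as dates, so genes there are better followed by identifier than by symbol.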
